A study of Mus musculus with 6 samples. Its data were reported in "Transcriptional reprogramming of skeletal muscle stem cells by the niche environment" (2023).

How the data were processed

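Whole-genome bisulfite sequencing (WGBS) measured CpG methylation in primary myoblasts, the dividing cells that muscle stem cells (satellite cells, MuSCs) give rise to in culture. The cells of 3 young mice (5 weeks old) and 3 aged mice (21 months old), all male C57BL/6J animals, were sorted, grown to passage 5 and sequenced, with 1 library per mouse. The authors trimmed the reads, aligned them to the mouse genome build mm10 with bismark and extracted methylation calls after leaving out the first bases of read 2. For each library the authors deposited the count of methylated and the count of unmethylated calls at each CpG cytosine of both strands. These counts were raw, and cytosines without calls were listed with 0. The authors' deposited table of differentially methylated regions (DMRs) held read counts summed over the samples of each group, the methylated fraction of those reads, the number of cytosines, the direction of the change and a p-value. The authors had obtained the p-value from a beta regression over the replicates (DMRcaller) and adjusted it by the Benjamini-Hochberg method. The deposited fraction was computed with 1 read added to the methylated reads and 2 reads added to all reads. In all 913 regions of the authors' deposited table the read counts and fractions were equal to those recomputed from the site counts (tolerance for fractions 1e-09). The number of per-sample columns that were not used was 0, and 2 pooled columns of methylated reads were not used.

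The 43735674 cytosines of each file were compared with the GRCm38 sequence, and each lay at a CpG of that sequence on chromosomes 1 to 19, X, Y and M. Genes and transcription start sites (TSS) were taken from GENCODE M21, which is on the same build. Depth ranged from 351866119 to 493011947 calls per sample, which gave a mean of 8.05 to 11.3 calls per cytosine. Levels are methylated calls divided by all calls, in percent. The mitochondrial chromosome was included in the whole-genome levels, where it held 0.212% to 0.468% of the calls of a sample. It was left out of the other comparisons of the groups. Confidence intervals of shares of tiles or regions are exact (Clopper-Pearson, 95%), and that of the pooled odds ratio follows the Mantel-Haenszel method. They cover counting error only and treat tiles or regions as independent. Reads without molecular identifiers are not independent molecules either.

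Levels per sample were compared between the groups with a two-sided exact permutation test, whose smallest possible p with 3 against 3 samples is 0.1. Tiles of 100 bp were placed on the grid that the deposited regions follow. A tile was tested when it had at least 4 cytosines, at least 4 reads per cytosine in each pooled group and at least 1 read in every sample. A beta regression (logit link, constant precision, Wald test of the age term) was fitted to (methylated + 1)/(reads + 2) of each sample, and p was adjusted by the Benjamini-Hochberg method over all tested tiles. A tile was called at an adjusted p under 0.01 and a difference of pooled levels of at least 40 percentage points. The tile width, difference and threshold follow the study's methods, and the minimum of 4 cytosines over both strands follows the deposited table. The model was written for this purpose, since DMRcaller was not used here. Called and other tested tiles were compared with two-sided Fisher's exact tests, which treat tiles as independent. Promoters (1000 bp on each side of the TSS, protein-coding genes, at least 10 cytosines and 20 reads in every sample) and 100-kb windows (at least 200 cytosines and 500 reads in every sample) were tested with limma on log2((methylated + 1)/(unmethylated + 1)), with Benjamini-Hochberg adjustment and a threshold of 0.05. Promoters of the imprinted list, which includes genes that are not protein-coding, were compared with the exact permutation test. A list of 33 genes that the text of the study names and a list of 16 imprinted genes were fixed in advance. The study had chosen its genes on RNA and not on these libraries.

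The deposited regions had been chosen by the authors on these samples, so their differences carry no test here. The regions named in the text are the 3 gains and the 3 losses with the largest difference of group means among regions with at least 10 reads in every sample and non-overlapping groups. The named promoters are the 3 with the smallest limma p in each direction, since none passed the threshold (5 would have been named otherwise), and the named windows are the 2 with the smallest p in each direction. Single genes of both lists were to be named where the unadjusted p was under 0.05. The permutation p of an imprinted promoter cannot fall under 0.1, so this rule could name no imprinted gene. Airn is named as the imprinted promoter with the largest difference. The tests of the comparisons, their thresholds, the lists, the rules for naming and the alternatives were fixed before the data were examined, apart from 7 alternatives for tiles, windows, promoters and imprinted genes. The closing section names these and the tests of explanations that were chosen later. The alternatives were other minimums of coverage and of cytosines, thresholds, orders of adjustment, pseudocounts, tests (limma, edgeR), tile grids, window and promoter widths, chromosomes, variance settings, centring, the replicate number as a block, and leaving out each replicate in turn.

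The sample titles number the replicates of both groups from 1 to 3 and do not say what a number stands for. A further label of the aged samples numbers them in another order, and the numbers of the titles were used. The library label of aged replicate 3 carries a number from another range than those of the other 5 samples, and what this number stands for is unknown. Deviations from the group means over 25906 windows of 100 kb correlated at 0.135, 0.197 and 0.284 for samples with the same number and between -0.200 and 0.0169 for samples with different numbers. Over 21085 promoters the correlations for the same number were 0.0156, 0.0192 and 0.0296. These are correlations across windows or promoters, which are not independent replicates. The windows passed the threshold of 0.1 for treating the numbers as pairs, and the promoters did not. Whether the numbers mark true pairs is unknown, and so is what would pair the samples. Every pair of samples differed beyond sampling noise (chi-square per 100-kb window at least 6.99), so all 6 were counted as separate samples.

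For other splits of the samples, each of the 10 splits into 3 and 3 was fitted in the same way as the split by age. Reads were also redrawn at the observed depths around each tile's level over all 6 samples, and autosomal reads were thinned to the median depth of the tested tiles of chromosome X. Depth per chromosome was divided by the median over autosomes of the same sample. The models were tested on simulated data. For aged against young tiles, the beta regression called 200 of 200 changed tiles among 100000 with 0 false calls. Of its unchanged tiles 18.3% had an unadjusted p under 0.05, and 4416 had an adjusted p under 0.01 and were held back by the minimum difference of 40 points alone. For limma and edgeR, 100000 tiles were simulated separately, with spread between samples, which the first simulation lacked. Calls there used the adjusted p alone. In these simulations limma called 196 of 200 with 0 false calls and edgeR 199 with 4 false calls. Of the unchanged tiles 4.97% and 4.46% had an unadjusted p under 0.05, shares that are not directly comparable with the 18.3%. Among 4715569 tiles limma called 111 of 200 with 0 false calls. For aged against young promoters (21085), limma called 197 of 200 with 11 false calls and edgeR called 196 with 8 false calls. For aged against young 100-kb windows (25906), limma and edgeR each called 200 of 200, with 20 and 19 false calls. The planted change was 60 points in tiles and a log2 ratio of 2 in promoters and windows. The named windows differed by a log2 ratio of at most 0.728 in either direction. Recovery of changes of that size was not tested. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16.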

Results

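CpG methylation was measured in primary myoblasts of 3 young and 3 aged mice. The young samples 1 to 3 held 407977240, 456497731 and 485753660 methylation calls, and the aged samples 1 to 3 held 403482406, 351866119 and 493011947 calls. The mean depth per cytosine was 9.33, 10.4 and 11.1 in the young and 9.23, 8.05 and 11.3 in the aged samples. Between 94.6% and 95.5% of the 43735674 cytosines had at least 1 call. Chromosome X had 0.475 to 0.488 times the depth of the median autosome in the 6 samples. In aged replicate 1, the depth of chromosomes 6, 13 and 14 was 1.16, 1.15 and 0.856 times the mean of the young samples. On chromosome Y the ratio to the young mean was 0.771, 0.469 and 0.930 in aged replicates 1, 2 and 3. The mitochondrial chromosome had 0.977, 1.22 and 0.550 times the depth of the young mean in aged replicates 1, 2 and 3. No other chromosome of the aged samples differed from the young mean by more than 5% and by more than the young samples themselves did.

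**Figure D1:**
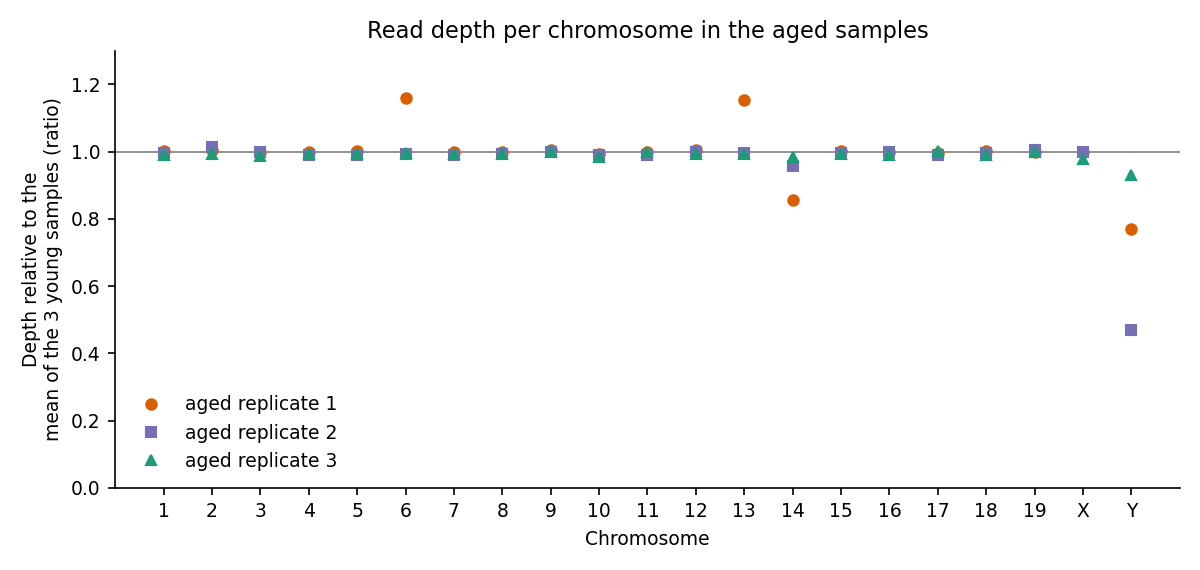
Read depth per chromosome (horizontal axis) in each aged sample, relative to the mean of the 3 young samples (vertical axis, ratio). Aged replicate 1 lies at 1.16 on chromosome 6, 1.15 on chromosome 13 and 0.856 on chromosome 14, and the aged samples lie at 0.771, 0.469 and 0.930 on chromosome Y.

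The comparison of the whole genome asked whether myoblasts of aged mice differ in their average methylation. The CpG methylation level was 62.21%, 60.5% and 62.6% in young replicates 1 to 3 and 62.1%, 62.2% and 63.6% in aged replicates 1 to 3. The mean was 62.6% ± 0.813 (SD, n = 3) in the aged and 61.8% ± 1.14 (SD, n = 3) in the young samples. The difference of 0.849 percentage points was smaller than the spread between young replicates (exact permutation test, two-sided, p = 0.6, with 0.1 as the smallest p that 3 against 3 samples allow). Among the settings that kept all samples, the largest shift was to 1.05 points. There the groups did not overlap, which happens by chance in 10% of cases. That setting averaged the levels of single CpGs with at least 10 reads in the sample, both strands joined and each CpG weighted equally. Filter and weighting changed together, so the shift cannot be assigned to either. Without young replicate 2 the difference was 0.204 points, without aged replicate 3 it was 0.380 points, and without young replicate 3 it was 1.27 points. The levels above include mitochondrial reads, and on autosomes alone, with all samples, the difference was 0.811 points.

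The genome was then divided by CpG density. In 100-bp tiles with 1 CpG the aged mean exceeded the young mean by 1.12 points, with 58.6% ± 1.06 against 57.5% ± 1.77 (SD, n = 3 each). The difference was 0.711 points in tiles with 2 to 3 CpGs, 0.450 points with 4 to 5, 0.268 points with 6 to 9 and 0.273 points with 10 or more. In the densest class the level was 15.98% ± 0.240 in the aged and 15.7% ± 0.652 in the young samples (SD, n = 3 each). The exact permutation p lay between 0.2 and 0.6 in the 5 classes. Leaving out 1 sample at a time moved these differences between 0.130 and 1.83 points in tiles with 1 CpG, with the lowest value without young replicate 2 and the highest without young replicate 3. The difference fell to 0.145 points without young replicate 2 in tiles with 2 to 3 CpGs, to 0.246 points without young replicate 2 in tiles with 4 to 5 CpGs, and to 0.0691 points without young replicate 3 in tiles with 6 to 9 CpGs. The highest values with 1 sample left out were 1.10, 0.573 and 0.483 points in these classes. In the class with 10 or more CpGs the difference was 0.534 points without young replicate 1 and reversed to -0.0922 points without young replicate 3.

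**Figure D2:**
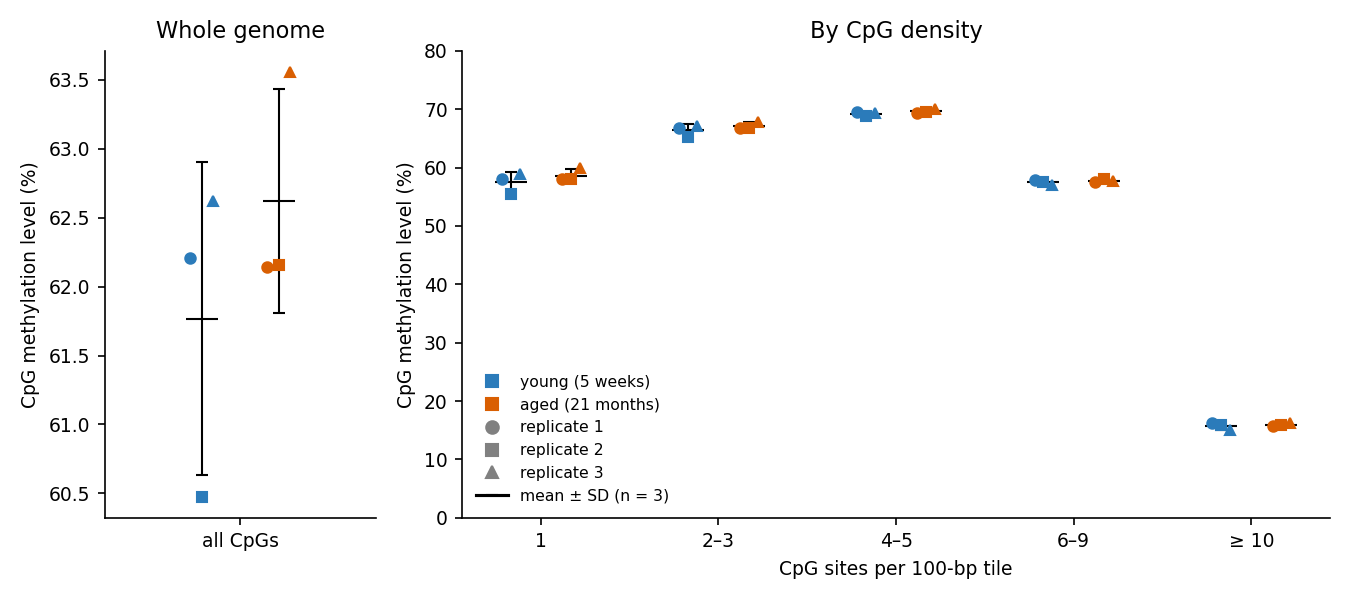
CpG methylation level (vertical axes, percent) of each sample over the whole genome (left) and in 100-bp tiles grouped by their number of CpG sites (right), with mean and SD of 3 young and 3 aged samples. The vertical axis on the left does not start at 0, and the aged mean of 62.6% lies 0.849 points above the young mean with overlapping samples.

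The comparison of tiles asked which short stretches of the genome differ between the age groups. Of 4715569 tested tiles, which had a median of 300.0 reads over the 6 samples, 558 were called. Methylation was higher in the aged samples in 260 of them and lower in 298, so that gains made up 46.6% (95% interval 42.4 to 50.8) of the calls. The order of adjustment changed the number: with the Benjamini-Hochberg step taken only over the 1170 tiles that already differed by 40 points, 878 tiles were called, of which 441 were gains. In that order limma called 909 tiles and edgeR 830. Because these tiles were selected for their difference, the adjusted p of that order does not control false calls. With the adjustment over all tiles limma and edgeR called 0 tiles at the same thresholds, although 1129 tiles in limma and 1153 in edgeR differed by 40 points with an unadjusted p under 0.05. Their smallest adjusted p over all tiles was 0.977 and 1.0. A beta regression with the replicate number as a block called 1071 tiles, and 31 tiles remained under a minimum of 8 cytosines. The count was 572 without young replicate 2, and it rose to 1814 without young replicate 1, 2334 without young replicate 3, 2190 without aged replicate 1, 1839 without aged replicate 2 and 1047 without aged replicate 3. The share of gains was 68.0% without young replicate 3 and 40.6% without aged replicate 3.

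**Figure D3:**
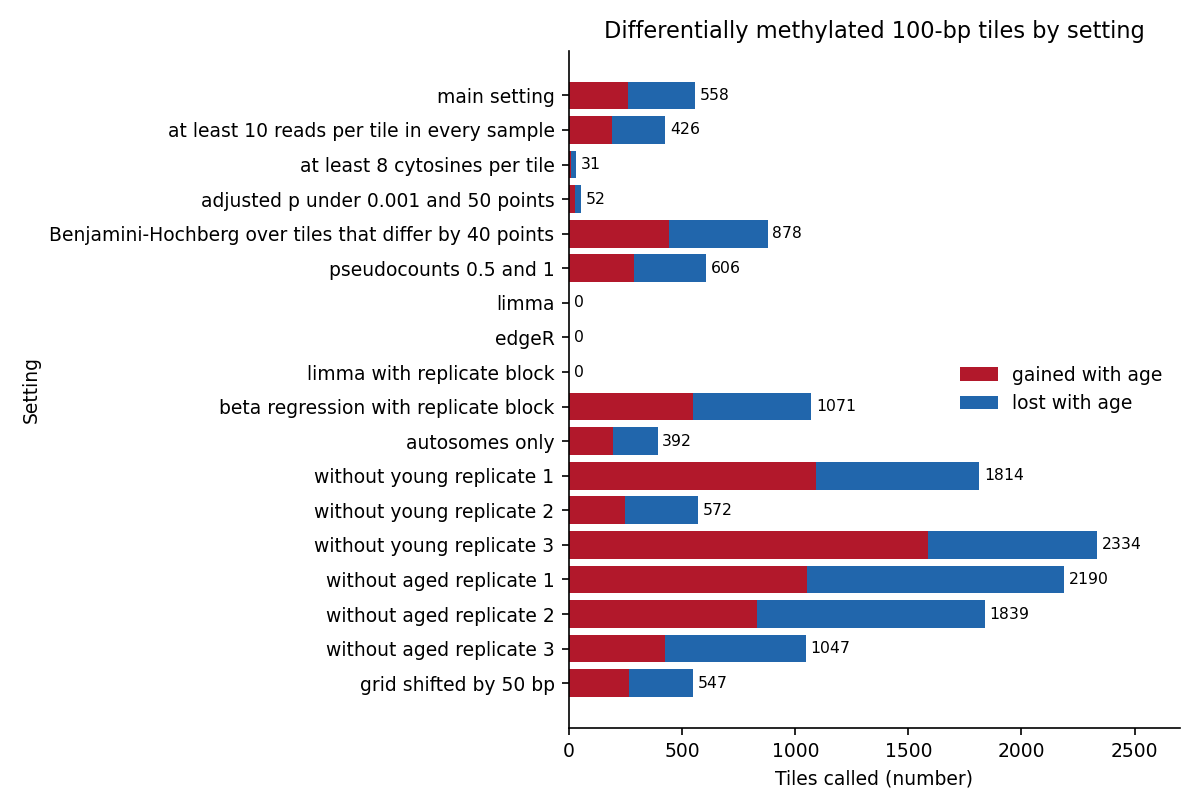
Number of called 100-bp tiles (horizontal axis) under the main setting and each alternative (vertical axis), divided into tiles that gained and tiles that lost methylation with age. The count is 558 in the main setting, 0 with limma and edgeR, and at most 2334 when 1 sample is left out.

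Chromosome X held 126 of the 558 called tiles, or 22.6% (95% interval 19.2 to 26.3), against 3.49% of the tested tiles. The odds of a call were 8.84 times higher on chromosome X than on autosomes (Fisher's exact test, p = 1.2e-66). Chromosome Y, whose depth was lowered in aged replicates 1 and 2, held 40 of the called tiles among 25040 tested ones. Promoters held 17 of the called tiles, or 3.05% (95% interval 1.78 to 4.83), against 4.53% of the tested tiles, a difference that Fisher's exact test did not separate from chance (p = 0.102). The Fisher's exact p was 0.00028 without young replicate 1, 0.0082 without young replicate 2, 1.7e-07 without young replicate 3 and 0.0083 without aged replicate 1, with 2.27% to 3.33% of the called tiles at promoters.

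The authors' deposited table listed 913 regions, of which 466 gained and 447 lost methylation with age. In the authors' deposited table, 769 regions held 4 cytosines, 216 lay on chromosome X and 73 on chromosome Y. The called tiles covered 558 of the deposited regions, or 61.1% (95% interval 57.9 to 64.3), and the calls adjusted only over tiles that differed by 40 points covered 95.9%. Without young replicate 2 the share called again was 25.8%, and without aged replicate 3, whose library label carries a number from another range, it was 26.3%. In the beta regression with the replicate number as a block it was 98.1%. Over the 461 gained regions with reads in every sample, the mean level was 74.6% ± 5.81 in the aged and 30.6% ± 10.3 in the young samples (SD, n = 3 each). Over the 445 lost regions it was 29.0% ± 5.37 in the aged and 73.2% ± 6.59 in the young samples (SD, n = 3 each). The regions had been selected for this difference in the same samples. The values of the 3 aged and 3 young samples did not overlap in 867 of 906 regions, or 95.7% (95% interval 94.2 to 96.9), where chance gives 10% for regions that were not selected. Tiles selected in the same way, with the adjustment over tiles that differed by 40 points, did not overlap in 95.9% of cases for the split by age and in 93.8% to 95.3% for the 9 other splits of the samples into 3 and 3. A protein-coding gene overlapped 384 regions, of which 70 touched an exon and 314 lay in introns. The other 529 regions were intergenic, and 35 of the 913 regions lay at a promoter.

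**Figure D4:**
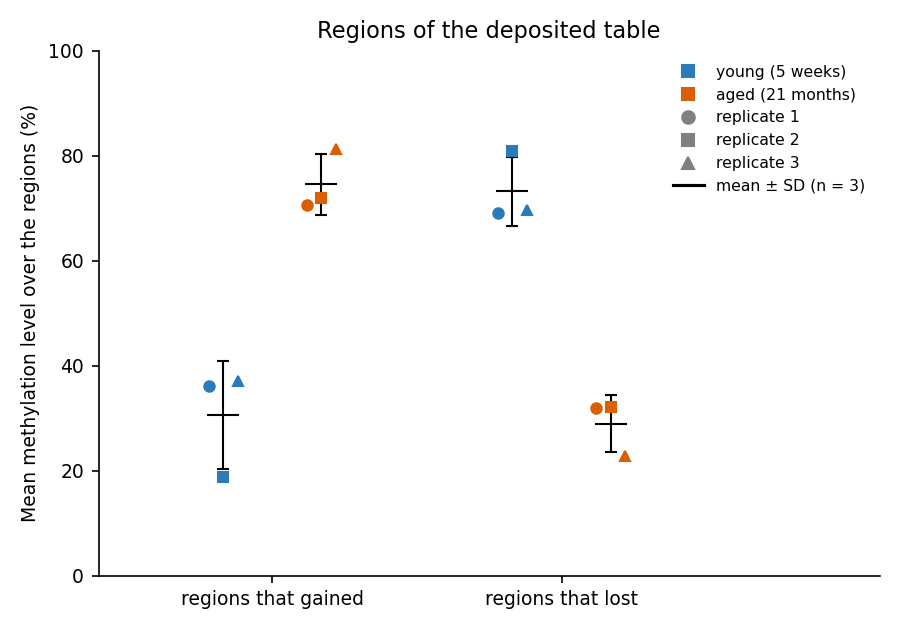
Mean methylation level (vertical axis, percent) of each sample over the regions of the authors' deposited table that gained or lost methylation, with mean and SD of 3 young and 3 aged samples. The aged mean is 74.6% over gained and 29.0% over lost regions, and the young mean is 30.6% and 73.2%.

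The gained regions with the largest difference between the group means lay outside annotated genes of build mm10. On chromosome X from 49514755 to 49514854, 50859 bp from the TSS of Arhgap36, the level was 97.2% ± 4.81 in the aged and 40.5% ± 12.0 in the young samples (SD, n = 3 each, 12 to 25 reads per sample). On chromosome 7 from 30832525 to 30832624, 8799 bp from the TSS of Ffar2, it was 94.8% ± 4.57 against 38.2% ± 10.1 (SD, n = 3 each, 11 to 53 reads). On chromosome 16 from 34684732 to 34684831, 5835 bp from the TSS of Ccdc14, it was 72.4% ± 7.47 against 16.2% ± 6.57 (SD, n = 3 each, 16 to 42 reads). Among the lost regions, the level on chromosome X from 122369255 to 122369354, 28097 bp from the TSS of Nap1l3, was 21.7% ± 9.19 in the aged and 81.4% ± 10.4 in the young samples (SD, n = 3 each, 10 to 37 reads). On chromosome 16 from 25086432 to 25086531, 200336 bp from the TSS of Tprg, it was 23.5% ± 17.2 against 82.2% ± 2.90 (SD, n = 3 each, 49 to 75 reads). On chromosome 18 from 75370423 to 75370522, in an intron of Smad7, it was 0.901% ± 1.56 against 59.5% ± 13.4 (SD, n = 3 each, 15 to 37 reads).

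The comparison of promoters used larger sums of reads. Of 21085 tested promoters, limma called 0 at an adjusted p under 0.05, and 1109 had an unadjusted p under 0.05, of which 508 were higher in the aged samples. edgeR called 0 as well, with 1123 promoters at an unadjusted p under 0.05. The smallest adjusted p was 0.172 in limma and lay between 0.0423 and 0.884 over the alternatives. limma with trend and robust settings called 1 promoter, that of 1700049E17Rik2, which was lower in the aged samples by a log2 ratio of -1.83 (adjusted p = 0.0423). It was named after its value was seen. The promoters with the smallest p among those higher in the aged samples were those of 4933405O20Rik, Asmt and Tas2r118. The promoter of 4933405O20Rik (ENSMUSG00000084234.2, chromosome 7, 50598190 to 50600190) had a level of 81.1% ± 2.60 in the aged and 60.9% ± 8.81 in the young samples (SD, n = 3 each, 379 to 534 reads per sample). The promoter of Asmt (ENSMUSG00000093806.1, chromosome X, 170671644 to 170673644) had 97.2% ± 2.68 against 89.6% ± 2.05 (SD, n = 3 each, 34 to 103 reads). The promoter of Tas2r118 (ENSMUSG00000043865.3, chromosome 6, 23969060 to 23971060) had 75.7% ± 4.92 against 56.6% ± 5.89 (SD, n = 3 each, 352 to 611 reads), on a chromosome whose depth was raised in aged replicate 1. Their limma adjusted p was 0.730. Among the promoters lower in the aged samples, that of Trim59 (ENSMUSG00000034317.14, chromosome 3, 69043755 to 69045755) had 0.752% ± 0.132 against 2.57% ± 0.601 (SD, n = 3 each, 1316 to 2061 reads). The window shared by the divergent promoters of Col4a1 (ENSMUSG00000031502.11, chromosome 8, 11311826 to 11313826) and Col4a2 (ENSMUSG00000031503.13, 11311805 to 11313805) had 0.859% ± 0.127 against 3.60% ± 1.47 (SD, n = 3 each, 1206 to 2525 reads). The limma adjusted p was 0.172 for these promoters.

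Windows of 100 kb, which have little counting error, addressed change on the scale of domains. Of 25906 windows, limma called 0, and 1350 had an unadjusted p under 0.05, of which 1224 were higher in the aged samples. edgeR called 0 windows, with 1720 at an unadjusted p under 0.05. The level was higher in the aged samples in 73.3% of all windows, and in 33.7% after each sample was centred on its median window. With that centring 1913 windows had an unadjusted limma p under 0.05, of which 1045 were higher, and limma called 39 windows, 23 higher and 16 lower, with a smallest adjusted p of 0.0348. With centring and the replicate number as a block limma called 153 windows, 112 higher and 41 lower, of which 38 were among the 39. Over the alternatives the smallest adjusted p lay between 0.0145 and 0.994. With the replicate number as a block and no centring limma called 0 windows, with 2618 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0840. The number of windows with an unadjusted p under 0.05 was 2029 without young replicate 3. Without young replicate 2, 53.5% of the windows were higher in the aged samples, and 725 of the 1187 windows with an unadjusted p under 0.05 were. The windows with the smallest p adjoined each other. On chromosome 2, from 107200001 to 107300000 with the gene Kcna4, the level was 58.2% ± 2.09 in the aged and 46.8% ± 2.20 in the young samples (SD, n = 3 each), and from 107300001 to 107400000, with no annotated gene, it was 59.0% ± 3.39 against 46.5% ± 0.867 (SD, n = 3 each). On chromosome 1, from 104700001 to 104800000 with the first part of Cdh20, it was 53.4% ± 3.26 against 64.4% ± 1.21 (SD, n = 3 each), and from 104600001 to 104700000, with 2 pseudogenes, it was 46.7% ± 2.79 against 56.5% ± 1.42 (SD, n = 3 each). Their limma adjusted p was 0.623 without centring. After centring 3 of them were called, at a limma adjusted p of 0.0394 on chromosome 2 from 107300001 and of 0.0348 and 0.0473 on chromosome 1 from 104700001 and 104600001. With centring and the replicate block, the window from 104600001 was no longer called (limma adjusted p = 0.0559).

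Among the 33 genes that the study names for MuSCs and ageing, the promoters of 18 were higher and of 15 lower in the aged samples. The median log2 difference was 0.03 and the mean difference of levels was 0.555 points. With promoters of 500 bp on each side of the TSS, 12 promoters were higher and 21 lower, and the median fell to -0.04 while the mean was 1.15 points. Without young replicate 3, 12 were higher and 21 lower, with a median of -0.06 and a mean of -0.00107 points. Adjusted over the list alone, limma called 4 genes (Col4a1, Col4a2, Chrdl2 and Myf5), which are 3 separate windows, and adjusted over all promoters it called 0. With 500 bp on each side, 0 genes of the list were called and 4 had an unadjusted p under 0.05. The promoter of Chrdl2 (chromosome 7, 100005172 to 100007172) had 6.13% ± 0.878 in the aged and 11.9% ± 2.87 in the young samples (SD, n = 3 each, limma p adjusted over the list alone 0.0259). The promoter of Myf5 (chromosome 10, 107485134 to 107487134) had 29.2% ± 13.9 against 10.6% ± 3.54 (SD, n = 3 each, limma p adjusted over the list alone 0.0263), and its aged replicates held 34.4%, 39.7% and 13.5%. Without young replicate 2, only Col4a1 and Col4a2 were called in the list. Myf5 was also lost without aged replicate 1 and without aged replicate 2, and Chrdl2 without young replicate 1 and without aged replicate 3, while Ccnd1 was called without aged replicate 1. Unadjusted, Ccnd1 and Egr3 also had a limma p under 0.05 (0.123 and 0.139 adjusted over the list alone). Ccnd1 had 0.744% ± 0.267 in the aged against 1.25% ± 0.162 in the young samples, and Egr3 had 5.05% ± 1.28 against 7.72% ± 1.22 (SD, n = 3 each). Egr3 lies on chromosome 14, whose depth was lowered in aged replicate 1. With 500 bp on each side of the TSS the log2 difference was -0.01 at Ccnd1 and -0.04 at Egr3, against -0.72 and -0.66 in the wider promoters.

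**Figure D5:**
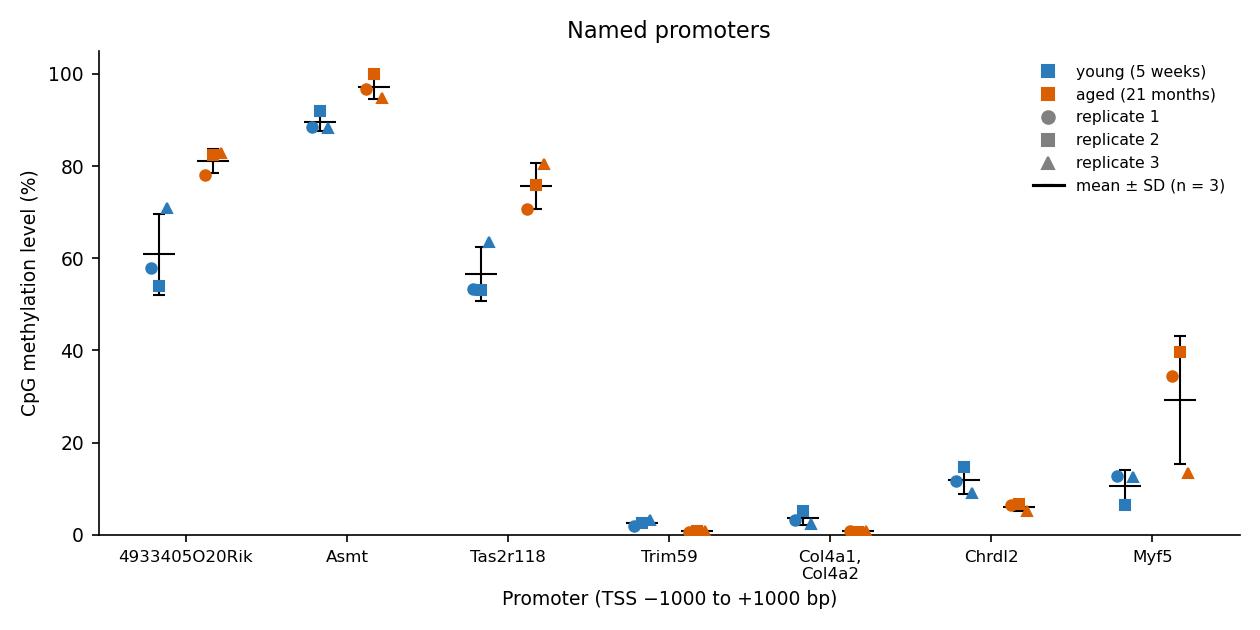
CpG methylation level (vertical axis, percent) of each sample at the named promoters (horizontal axis), with mean and SD of 3 young and 3 aged samples. At Myf5 the aged samples lie at 34.4%, 39.7% and 13.5% and the young mean is 10.6%.

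The promoters of 16 imprinted genes, many of which carry methylation on 1 of the parental alleles, checked the scale of the measurement. Their mean level was 47.3% ± 0.122 in the aged and 46.7% ± 0.404 in the young samples (SD, n = 3 each), and the aged values did not overlap the young ones (exact permutation p = 0.1, the smallest possible with 3 against 3). The difference of 0.544 points was 0.324 points without young replicate 3, and with 500 bp on each side of the TSS it was 0.530 points with overlapping groups. The mean was higher in the aged samples at 8 of the promoters and lower at 8, and without Airn, at 63.6%, 63.5% and 41.0% in the aged and 39.1%, 42.2% and 47.7% in the young replicates, the difference over the others reversed to -0.287 points (exact permutation p = 0.7). Of the 16 promoters, 11 had a level between 30% and 70%, and 0 separated the groups on their own, where 10% would do so by chance.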

Values the study reported

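The study describes its differentially methylated regions as bins of 100 bp that hold at least 4 CpG sites and differ in methylation by at least 40%. It applied an adjusted p-value threshold of 0.01.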

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

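All tests of this part were chosen after the depth ratios had been seen. The number of reads per chromosome is a signal outside the comparisons of methylation. A chromosome of an aged sample was singled out by its depth relative to the median autosome of the sample. This depth had to differ from the young mean by more than 5%. It also had to differ by more than any young sample did from the mean of the other young samples.

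In aged replicate 1 the ratio was 1.16 on chromosome 6, 1.155 on chromosome 13 and 0.856 on chromosome 14. Each young sample deviated from the mean of the other young samples by at most 0.533%, 0.360% and 2.21% on these chromosomes. GC bias of the library was argued against, since windows of other chromosomes with the same GC content had ratios of 0.993 or more. A focal repeat or duplication was argued against too, since 100% of the 1-Mb windows of each of the 3 chromosomes lay on the side of the change. If cells had gained or lost 1 of 2 copies, 31.9%, 31.0% and 28.8% of the cells could carry the change on chromosomes 6, 13 and 14. A change of chromosome number in part of this culture therefore stays open as a hypothesis, found and tested on the same data. Whether it arose in the mouse or in culture was not tested, and with 1 of 3 aged samples a link to age was not tested either.

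On chromosome Y the ratio was 0.771 in aged replicate 1, 0.469 in aged replicate 2 and 0.930 in aged replicate 3. Each young sample deviated from the mean of the other young samples by at most 1.19%. For aged replicates 1 and 2, multi-copy sequence of the long arm was argued against as the source, since the first 3 Mb had ratios of 0.791 and 0.459. GC bias was argued against by windows of other chromosomes with the same GC content, whose ratios were 0.995 and 1.01. Cells of female mice in the cultures would raise the depth of chromosome X, and its ratios were 0.999 and 0.998. Loss of chromosome Y from part of the cells could account for these values, at 22.9% and 53.1% of the cells. Age and growth in culture stay open as untested explanations. For aged replicate 3 the first 3 Mb had a ratio of 0.978 and the remainder 0.926, so multi-copy sequence of the long arm could account for most of its lower depth.

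The mitochondrial chromosome was left out of the comparisons other than that of whole-genome levels. Its depth ratio to the young mean was 1.22 in aged replicate 2 and 0.550 in aged replicate 3. Each young sample deviated from the mean of the other young samples by at most 3.51%. In aged replicate 1 the ratio was 0.977. GC bias of the library was argued against, since autosomal windows with the GC content of this chromosome had ratios of 1.01 and 0.974 in aged replicates 2 and 3. The aged samples moved in both directions. The number of mitochondria per cell, the extraction of DNA, the batch of the library and age stay open as untested.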

How the results depend on the processing

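The tests of tiles with limma and edgeR in the other order of adjustment, the share of deposited regions called again with the replicate block, the replicate block after centring, and the imprinted promoters without Airn were chosen only after the results were seen. The difference in genome-wide methylation kept its direction in 11 of 11 alternatives, from 0.204 to 1.27 percentage points when 1 sample was left out and from 0.733 to 1.05 points otherwise. The differences over gained regions (38.0 to 47.2 points) and over lost regions (-46.3 to -40.4 points) also kept their direction in every alternative. The difference over imprinted promoters was 0.324 to 0.722 points with 1 sample left out, and without Airn, the promoter with the largest difference, it reversed to -0.287 points. Of 35 alternatives for the CpG density classes, 34 kept the direction. In tiles with 10 or more CpGs, leaving out young replicate 3 reversed the difference to -0.0922 points, and the highest value with 1 sample left out was 0.534 points. Young replicate 3 had the lowest level of this class.

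The number of called tiles depended on the model, the order of adjustment, the filters and the samples. Against 558 in the main setting it was 0 with limma, 0 with edgeR, 0 with limma and a replicate block, and 1071 in the beta regression with a replicate block. It was 31 with at least 8 cytosines, 52 at an adjusted p under 0.001 and 50 points, and 878 when only tiles that differed by 40 points entered the adjustment. In that order limma called 909, edgeR 830 and limma with a replicate block 1014 tiles, so the 0 calls of these tools hold for the adjustment over all tiles. The tiles of that order were selected for their difference, so its adjusted p does not control false calls, and in the beta regression the 9 other splits of the samples gave 682 to 858 calls. With 1 sample left out it was 572 to 2334. The share of gains moved from 46.6% to 25.8% with at least 8 cytosines, to 51.4% with the replicate block and to between 40.6% and 68.0% with 1 sample left out. The share on chromosome X stayed above that of the tested tiles in 11 of 11 alternatives (16.2% to 28.8%). The share at promoters fell past the threshold at pseudocounts of 0.5 and 1 (2.81%, Fisher's exact p = 0.0398), and with 1 sample left out it was 2.27% to 3.92% and passed the threshold in 4 of 6 fits. The share of deposited regions called again moved from 61.1% to 46.7% with at least 10 reads, 3.40% with at least 8 cytosines, 5.70% at the stricter thresholds, 95.9% with the other order of adjustment, 98.1% in the beta regression with the replicate block, 0% with limma, 0% with edgeR and 25.8% to 55.1% with 1 sample left out. Fewer tiles entered the settings with more reads or cytosines. The beta regression gave an unadjusted p under 0.05 in 18.3% of tiles simulated without a change. In separate simulations, with spread between samples, the share was 4.97% in limma and 4.46% in edgeR, so the simulated shares are not directly comparable. Over the same measured tiles it was 17.8% in the beta regression, 4.90% in limma and 4.34% in edgeR. For the other changes of this paragraph the cause was not tested.

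The share of deposited regions without overlap between the groups moved from 95.7% to 97.2% with at least 10 reads, to 97.3% on autosomes and to 99.5% at the authors' adjusted p under 0.001, and the cause was not tested. The count of promoters was 0 in 13 of 14 alternatives and 1 in limma with trend and robust settings. The count of 100-kb windows was 0 in 12 of 14 alternatives, 153 after centring with the replicate block and 39 after centring each sample on its median, which also moved the share of higher windows from 73.3% to 33.7%. The list of genes named in the study fell from 4 calls to 0 with 500 bp on each side of the TSS and to between 2 and 4 with 1 sample left out. For these changes the cause was not tested. Beside these changes in tiles and centred windows the replicate block changed no other call of promoters, windows without centring or the list, while the number of windows at an unadjusted limma p under 0.05 rose from 1350 to 2618. No named promoter, window or deposited region reversed, which says little since most were chosen for a small p or a large difference in the same samples. With 500 bp on each side of the TSS the log2 difference went from -0.72 to -0.01 at Ccnd1 and from -0.66 to -0.04 at Egr3. Depth limits single tiles, since a deposited region had a median of 29 reads per sample. With the adjustment over tiles that differed by 40 points, the rate of calls on autosomes fell from 92.8 to 6.98 per 100000 tiles from the lowest to the highest depth.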

Other observations

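The tests of other splits for tiles, promoters and windows, of depth on chromosome X, of redrawn reads and of flanking sequence were planned, and the tests of differences between cultures, of spread on chromosome X, of CpGs of intermediate level, of the splits of centred windows and of the splits that part all 3 pairs, and the comparison of chromosome X within classes of depth, were chosen only after the results were seen.

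Of the 10 splits of the 6 samples into 3 and 3, 3 gave as many called tiles as the split by age, itself included, and the other 9 gave 417 to 623 tiles against 558. For promoters at an unadjusted limma p under 0.05, 1 of the 10 splits, the split by age, reached 1109, and the others reached 932 to 1079. For 100-kb windows 4 of the 10 splits had as many at an unadjusted p under 0.05, with 205 to 3761 in the others. Before centring no split had a called promoter or window. For the 39 windows called after centring, 1 of the 10 splits, that by age, had as many, and the others had 0 to 2. At an unadjusted p under 0.05 after centring, 2 of the 10 splits had as many windows as the 1913 of the split by age. The other of these, with young 2, aged 1 and aged 2 on one side, had 1915. If the replicate numbers are taken as pairs, which windows but not promoters passed the threshold for, 4 of the 10 splits, that by age included, part all 3 pairs. Among these 4 the split by age had the highest counts, with 558 tiles against 417, 519 and 536, 1109 promoters against 932, 960 and 983, and 1350 windows against 205, 343 and 428. The splits with more tiles (564 and 623), windows (2331, 2363 and 3761) or centred windows (1915) than the split by age part 1 pair. For the 153 windows called after centring with the replicate block, 1 of these 4 splits, that by age, had as many, and the others had 0, 0 and 4. The smallest possible share is 1 of 4 with 4 splits and 1 of 10 with 10 splits, so in these 5 results age cannot be told apart from a chance division of the samples.

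The deposited regions were weighed against 3 explanations. Binomial sampling of reads was argued against, since redrawing the reads around each tile's overall level gave 25 calls where the data gave 878. Chance extremes of single tiles were argued against as the source of all regions. The sequence 500 to 1500 bp away differed in the direction of the region by 1.62 ± 0.232 points (mean and standard error over 905 regions). The standard error treats regions as independent. The mean was 2.40 points at gains and 0.819 points at losses, and 58.2% of the regions had flanks that differed in their direction. That many regions are such extremes therefore stays open. Differences between individual cultures unrelated to age could give such regions, since the 9 other splits gave up to 858 calls in the same order of adjustment. The other splits that part all 3 pairs gave 682, 775 and 858. The difference in flanking sequence was as large in 3 of the 10 splits. The number of founder cells of each culture, growth in culture and age stay open as untested.

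The excess of called tiles on chromosome X was weighed against read depth, which in male cells is lower there. This test used the adjustment over tiles that differed by 40 points, in which the odds ratio of chromosome X against autosomes was 9.85 before thinning. After autosomal reads were thinned to the depth of chromosome X, autosomes had 34.7 calls per 100000 tiles and chromosome X had 129.4, an odds ratio of 3.73 (Fisher's exact p = 4.9e-53), so lower depth was argued against as the whole cause. The tested tiles of both had a median of 33 reads per cytosine, summed over the 6 samples. Within classes of reads per cytosine and of cytosines per tile the pooled odds ratio was 3.11 (95% interval 2.70 to 3.59), with 213 calls on chromosome X against 68.9 from the rates of thinned autosomes. A larger spread between cultures on chromosome X, whatever their age, could account for the excess, since in 9 of the 10 splits the ratio of call rates was as large as in the split by age. The cause of such a spread was not tested, and age stays open. In the same order of adjustment chromosome Y had 279.6 calls per 100000 tiles (70 of 25040), and whether its depth accounts for this rate was not tested.

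CpGs with a level between 20% and 80% (at least 10 reads) made up 45.8%, 38.2% and 45.0% in young replicates 1 to 3 and 43.9%, 42.7% and 37.6% in aged replicates 1 to 3. Read depth was argued against as the source of the lower share in young replicate 2 and aged replicate 3, since at 10 reads for each CpG they held 44.3% and 44.1% against 49.3% to 52.5% in the others. Incomplete bisulfite conversion was argued against, since the mitochondrial chromosome had a level of 0.462% and 0.452% in these samples and 0.432% to 0.532% in the others. As 1 sample of each age is involved, age does not separate them, and a culture founded by fewer cells could have this effect but was not tested.

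The library label of aged replicate 3 carries a number from another range than the labels of the other 5 samples, and what the number stands for is unknown. Without this sample the genome-wide difference was 0.380 points, 1047 tiles were called and 26.3% of the deposited regions were called again.

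The deposited table counts cytosines on both strands, so that 4 cytosines are commonly 2 CpG sites, and 769 of the 913 deposited regions held 4 cytosines. With at least 8 cytosines, which are commonly 4 CpG sites, 31 tiles were called.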
